# Microglial Activation Is Associated With Vasoprotection in a Rat Model of Inflammatory Retinal Vasoregression

**DOI:** 10.3389/fphys.2021.660164

**Published:** 2021-04-26

**Authors:** Sarah Riemann, Matthias Kolibabka, Stephanie Busch, Jihong Lin, Sigrid Hoffmann, Norbert Gretz, Yuxi Feng, Paulus Wohlfart, Hans-Peter Hammes

**Keywords:** retinopathy, pericyte, microglia, vasoregression, clodronate

## Abstract

Vascular dysfunction and vasoregression are hallmarks of a variety of inflammatory central nervous system disorders and inflammation-related retinal diseases like diabetic retinopathy. Activation of microglia and the humoral innate immune system are contributing factors. Anti-inflammatory approaches have been proposed as therapies for neurovascular diseases, which include the modulation of microglial activation. The present study aimed at investigating the effects of microglial activation by clodronate-coated liposomes on vasoregression in a model of retinal degeneration. Clodronate treatment over 5 weeks led to an increase in activated CD74^+^ microglia and completely prevented acellular capillaries and pericyte loss. Gene expression analyses indicated that vasoprotection was due to the induction of vasoprotective factors such as *Egr1*, *Stat3*, and *Ahr* while expression of pro-inflammatory genes remained unchanged. We concluded that activated microglia led to a shift toward induction of pleiotropic protective pathways supporting vasoprotection in neurovascular retinal diseases.

## Introduction

The evolution of neurodegeneration and vascular dysfunction is a hallmark of a variety of central nervous disorders including Alzheimer’s disease, stroke, and retinal diseases like diabetic retinopathy (Marques et al., 2013; Prakash et al., 2013; Hammes, 2018; Jiang et al., 2018). In Alzheimer’s disease, microglia play a major pathogenic role (Hong et al., 2016; Molteni and Rossetti, 2017). It is proposed that microglia, activated by degenerating neurons, communicate inflammation into the neurovascular unit and ultimately cause vascular dysfunction and vasoregression (Kisler et al., 2017a). Similar mechanisms are involved in the pathogenesis of inflammatory retinal diseases such as diabetic retinopathy (Duh et al., 2017; Xu and Chen, 2017). As the retina and the brain are similar in the structure of the neurovascular unit, the eye can be used as a biomarker for pathogenic processes in the central nervous system (Lim et al., 2016). Preclinical and clinical studies show vascular alterations such as vascular dysfunction and vasoregression in both diabetic retinopathy and Alzheimer’s disease (Hammes et al., 2011; Kisler et al., 2017b; Jiang et al., 2018). The rat model of polycystic kidney disease (PKD) mimics several important changes in the neurovascular unit as observed in both diseases (Feng et al., 2009; Busch et al., 2012). Retinal neurodegeneration starting in the photoreceptor layer, accompanied by glial activation and increased expression of pro-inflammatory cytokines, results in pericyte loss and formation of acellular capillaries (Gallagher et al., 2006; Feng et al., 2009). It is highly likely that the pro-inflammatory switch of activated microglia induced by degenerating neurons causes, at least in part, vascular damage as observed in the PKD rat (Feng et al., 2011; Zhao et al., 2018). In this model, activated microglia near acellular capillaries showed an increased expression of the MHC-II invariant chain CD74, which was also observed in other models for diabetic retinopathy accompanied by similar neurovascular phenotypes (Feng et al., 2011; Wang et al., 2014; Schlotterer et al., 2018).

Clodronate is a bisphosphonate approved for the reduction of vertebral fractures and fracture-related pain in osteoporosis. In experimental models, liposomal clodronate is used to selectively deplete macrophages (Van Rooijen and Sanders, 1994; Moreno, 2018). Numerous studies have also shown not only that the depletory effect is only transient and that the respective tissue is repopulated with microglia over the course of 7–15 days but also that clodronate liposomes activate microglia, too (Checchin et al., 2006; Zelinka et al., 2012; Bollaerts et al., 2019; Hanlon et al., 2019). Therefore, we analyzed the effects of a microglia-modulating therapy on vasoregression in PKD rats using clodronate-coated liposomes. With this approach, we shed light on the contribution of microglia to vasoregression in the neurovascular unit.

## Materials and Methods

### Animals and Intravitreal Injections

Male homozygous transgenic PKD rats overexpressing a truncated polycystin-2, TGR(CMV-PKD2[1/703]HA), were used in this study (Gallagher et al., 2006). The animals were kept in a 12 h light–dark cycle with food and water *ad libitum*. At 4 and 8 weeks of age, animals were intravitreally injected with either 3 μl clodronate-coated liposomes or control liposomes (both from Encapsome, Brentwood, Tennessee, United States) under isoflurane anesthesia. At 9 weeks of age, 1 week after the second injection, animals were sacrificed, and the eyes were enucleated, snap-frozen in liquid nitrogen, and stored at –80°C. Uninjected, age-matched PKD and Sprague Dawley (SD) rats served as controls (Janvier Labs, Le Genest-Saint-Isle, France). All animal experiments were conducted in adherence to the EC directive 2010/63/EU and the guidelines of the statement for the use of animals in ophthalmic and visual research (ARVO) and have been reported following the ARRIVE guidelines. This study was approved by the federal animal welfare committee (Regierungspräsidium Karlsruhe, Karlsruhe, Germany).

### BV2 Cell Culture and MTT Assay

For the *in vitro* experiment, mouse brain microglial cells, immortalized by transfection with a v-raf/v-myc carrying J2 retrovirus (BV2 cells), were used (kindly provided by Prof. Ralph Lucius, University of Kiel). Cells were cultured in Dulbecco’s modified eagle medium (DMEM, Thermo Fisher Scientific, Darmstadt, Germany) containing 10% fetal bovine serum (Thermo Fisher Scientific, Darmstadt, Germany) and 1% penicillin/streptomycin (Thermo Fisher Scientific, Darmstadt, Germany). Confluent cells were detached using trypsin (Thermo Fisher Scientific, Darmstadt, Germany), seeded on a 96-well plate at 10^4^ cells per well, and grown for 24 h. Then, the cells were stimulated with different concentrations of either clodronate-coated or control liposomes ranging from 0.5 to 500 μM for 24 h. The medium was changed, 3-(4,5-dimethyl-2-thiazolyl)-2,5-diphenyl-2*H*-tetrazolium bromide (MTT) (Sigma Aldrich, Munich, Germany) was added, and cells were incubated 4 h before they were lysed with lysis buffer (containing 10% SDS and 0.02 M HCl) overnight. Absorbance at 550 nm was measured with a microplate reader (Tecan, Männedorf, Switzerland).

### Microglia Quantification

Microglial numbers and the fraction of activated microglia were quantified by immunofluorescence staining of retinal whole-mount preparations. Eyes were fixed in 4% formalin for 24 h, and retinae were isolated. After being washed thrice in phosphate-buffered saline (PBS), retinae were blocked and permeabilized in PBS containing 0.5% Triton X-100 and 1% bovine serum albumin for 30 min. Afterward, retinae were sequentially incubated with primary antibodies for *Iba*1 (Wako Chemicals, Japan) and CD74 (Santa Cruz, United States), as well as lectin for vascular staining (from *Bandeiraea simplicifolia*, Sigma Aldrich, Germany). After each primary antibody, incubation overnight, and three times washing in PBS, retinae were incubated with the corresponding secondary antibodies donkey anti rabbit Alexa Fluor 555 (Life Technologies, United States), chicken anti goat Alexa Fluor 488 (Life Technologies, United States), and streptavidin Alexa Fluor 633 (Life Technologies, United States) for 1 h. After the last washing step, the retinae were incised four times and flat mounted with the Vectashield Hard Set Mounting Medium (Vector Labs, United States). Images were obtained in five randomly selected fields in all three capillary layers with a confocal microscope (Leica TCS SP8, Wetzlar, Germany). Iba1^+^ cell somata were counted as microglia with lectin positivity as quality control. CD74^+^ cell somata or processes traceable to an Iba1^+^ cell soma were counted as CD74^+^ microglia. The microglial numbers of all three layers were summed up for each field and calculated as microglia per square meter of retinal area.

### Quantitative Retinal Morphometry

Quantitative retinal morphometry was performed on retinal digest preparations to evaluate numbers of acellular capillaries (AC/mm^2^ retinal area) and pericytes (PC/mm^2^ capillary area), according to a previously published protocol (Dietrich and Hammes, 2012). In short, eyes were enucleated and fixed in 4% formalin for 48 h. Retinae were isolated and washed in distilled water for 24 h. Then retinae were digested in 2.5% trypsin at 37°C for 2–4 h, until the outer retinal cells could be easily rinsed away with a water jet from a syringe. The retinae were transferred to slides, and the cells were rinsed away as described until only the retinal capillary layers were left. The preparations were then air-dried and PAS stained. For the quantification, images were obtained at 400× magnification in 10 randomly selected fields within the middle third of the retina. Acellular capillaries were counted and calculated as acellular capillaries per square meter of retinal area. Pericytes were identified by the darker nuclei in typical position, straight capillary pericytes on top of endothelial layers, and branch point pericytes in capillary branches. Pericytes were quantified as pericytes per square meter of capillary area, as calculated by the software used for quantification (CellF, Olympus, Hamburg, Germany).

### Microfluidic Card-Based Gene Expression Analysis

RNA was isolated from the retinae using a TRIzol reagent according to the manufacturer’s protocol (Invitrogen, Carlsbad, CA, United States). The quantity and quality of the isolated RNA were controlled using an RNA 6000 nanokit (Agilent, Waldbronn, Germany). Only samples with an RNA integrity number (RIN) > 7.5 were used for further analysis. Reverse transcription was performed using a high-capacity RNA-to-cDNA kit (Applied Biosystems, Weiterstadt, Germany). Then a quantitative pre-amplification step of 14 cycles followed, using a TaqMan Preamp Master Mix Kit (Applied Biosystems, Weiterstadt, Germany). Finally, real-time PCR of 48 genes was performed in parallel using TaqMan microfluidic card technology in a ViiA 7 thermocycler (Thermo Fisher Scientific, Darmstadt, Germany) with a maximum of 40 cycles. These cards contained wells for 44 specific genes and four reference genes (Supplementary Table 1). 

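The reference genes are the wells for 18S, B2m, Mrpl19, and Ywhaz. Their mean Cq was 16.3 ± 0.342 (SD, n = 6) in SD rats, 16.5 ± 0.221 (n = 6) in PKD rats, 16.5 ± 0.548 (n = 5) in clodronate-treated PKD rats and 16.4 ± 0.175 (n = 6) in control liposome-treated PKD rats. The 18S wells had the lowest Cq values, with a mean of 6.72 in SD, 7.10 in PKD, 7.30 in clodronate-treated and 6.81 in control liposome-treated PKD rats. Each reference gene and their mean were compared between groups in 20 two-sided exact permutation tests. The smallest p was 0.0195, for Mrpl19 between control liposome-treated and untreated PKD rats, and its Benjamini–Hochberg adjusted value was 0.390.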

All hydrolysis probes were tested before by dilution experiments and used only when amplification efficacies were close to 100%. Threshold quantification cycles (Cq values) were obtained for each gene delivered by the manufacturer’s ViiA 7 software and further analyzed using the Array Studio software package (Version 9, OmicSoft Corporation, Research Triangle Park, NC, United States). The levels of gene expression were obtained by subtracting from the individual Cq values an average normalizing value of four reference genes. All data are available under the GSE165743 in the GEO.

### Quantitative Single-Gene RT-PCR

Retinal RNA was isolated and homogenized in a TRIzol reagent (Invitrogen, Carlsbad, CA, United States). RNA was reversely transcribed with the QuantiTect Reverse Transcription kit (Qiagen GmbH, Hilden, Germany) and subjected to qPCR analysis using hydrolysis probes (TaqMan probes, Applied Biosystems, Weiterstadt, Germany). Gene expression was analyzed by the comparative ΔΔCq method using *Actb* and *Gapdh* as reference genes (Schmittgen and Livak, 2008). All primers and probes were purchased from Applied Biosystems (Thermo Fisher Scientific, Weiterstadt, Germany, Supplementary Table 2).

### Western Blots

Retinae were isolated and homogenized in 0.1% SDS lysis buffer, and protein concentration was determined by Bradford assay (Bio-Rad Laboratories, München, Germany). Proteins were subsequently separated in a 4–20% gradient TGX Gel and immunoblotted to a polyvinylidene difluoride membrane using a semi-dry turboblot system (all from Bio-Rad, München, Germany). After blocking unspecific binding using 5% nonfat dry milk in TBS, containing 0.1% Tween (Sigma-Aldrich, Darmstadt, Germany), the membranes were sequentially incubated with the primary antibodies against pErk1/2, Erk1/2, pAkt, and Akt (all from Cell Signaling Technology, Frankfurt/Main, Germany) at 4°C overnight. After the washing steps, a horseradish peroxidase-conjugated swine anti-rabbit antibody was used for immunodetection (DakoCytomation, Hamburg, Germany). Immunoreactive bands were visualized by incubation in a chemiluminescence reagent (PerkinElmer, Boston, MA, United States), and signals were detected with the Fusion SL (VWR, Darmstadt, Germany). Membranes were stripped with a reprobing buffer containing 20% sodium dodecyl sulfate between immunodetection and incubation with subsequent primary antibodies. Integrated densities were measured with the ImageJ software (Abràmoff et al., 2004).

### *In silico* Analyses

*In silico* upstream effector analyses were performed using Enrichr (Chen et al., 2013; Kuleshov et al., 2016). For transcription factors, the ChEA 2016 and ENCODE TF ChIP-Seq 2015 databases were used (ENCODE Project Consortium, 2004; Lachmann et al., 2010). Transcription factors with *p* < 0.05 were selected. Regulatory gene network analyses were performed using GNCPro^TM^ (Gene Network Central, SABiosciences, Frederick, MD, United States^1^).

### Experimental Design and Statistical Analysis

Experimental group sizes were calculated following an established procedure according to the “Guidelines for the Care and Use of Mammals in Neuroscience and Behavioral Research” as previously described (Dell et al., 2002).

Data are presented as mean ± standard deviation. Differences between groups were analyzed with one-way ANOVAs with Tukey’s *t*-test to adjust for multiple comparisons. For the microfluidic card-based gene expression analysis, a one-way ANOVA with subsequent Benjamini–Hochberg false discovery rate (FDR) correction was performed. Statistical analysis was performed using GraphPad Prism (GraphPad Software v7.01, San Diego, CA, United States). A *p*/FDR < 0.05 was considered statistically significant.

## Results

### Intravitreal Clodronate-Coated Liposome Injections Induce Microglial Activation *in vivo*

We first analyzed the effect of clodronate-coated liposomes on microglial viability *in vitro*, using BV2 microglial cells in an MTT assay. From a concentration of 5 × 10^–6^ mol/L upward, clodronate-coated liposomes significantly decreased the viability of the BV2 cells (Figure 1A). However, after two intravitreal injections into PKD rats, clodronate-coated liposomes showed no effect on total microglial numbers (Figure 1B). Instead, the numbers of activated CD74^+^ microglia were increased (Figure 1C). Injection with control liposomes significantly increased the number of both total and CD74^+^ microglia compared to that in uninjected and clodronate-coated liposome-injected animals (Figures 1B–D). Unexpectedly, the increase in activated microglia was accompanied by vasoprotective effects. Injection with control liposomes reduced the number of acellular capillaries to normal levels, independent of clodronate (Figures 2A,C). However, pericyte loss was prevented only in clodronate-coated liposome-injected PKD rats (Figure 2B,C).

**FIGURE 1:**
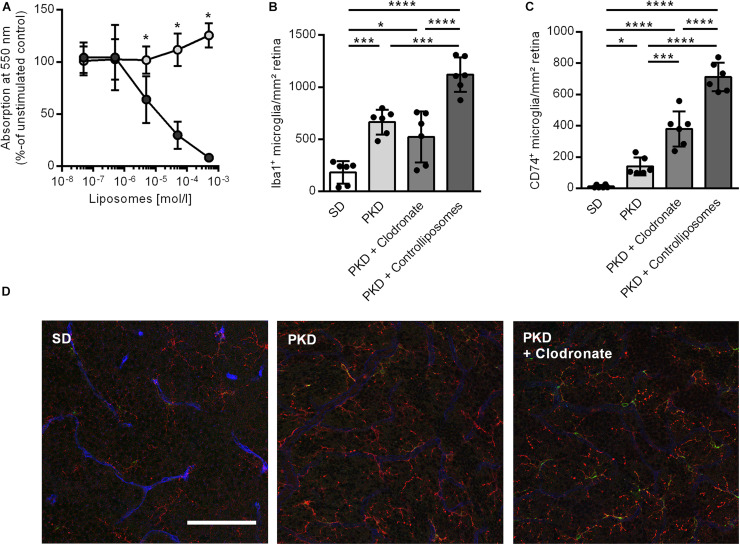
Effects of liposomes on microglia *in vitro* and *in vivo*. **(A)** Clodronate liposomes (dark gray) lead to a concentration-dependent reduction in cell viability in BV2 microglia *in vitro* compared to control liposomes (light gray) in an MTT assay. *p < 0.05. **(B–D)** Clodronate liposome injection showed no effect on the total number of retinal microglia as assessed by Iba1 staining **(B)** but led to an increase in activated CD74^+^ microglia **(C)**. Injection of control liposomes increased both total **(B)** and CD74^+^ microglia **(C)** compared to controls as well as clodronate-treated animals. Representative images of the deep capillary network **(D)** in SD, PKD, and PKD + clodronate rats show the increase in Iba1^+^ (red) microglia in both PKD and PKD + clodronate rats, whereas the number of CD74^+^ (green) microglia is further increased in PKD + clodronate rats compared to PKD rats. Blue = lectin for endothelial staining. *p < 0.05, ***p < 0.001, ****p < 0.0001. Scale = 100 μm.

**FIGURE 2:**
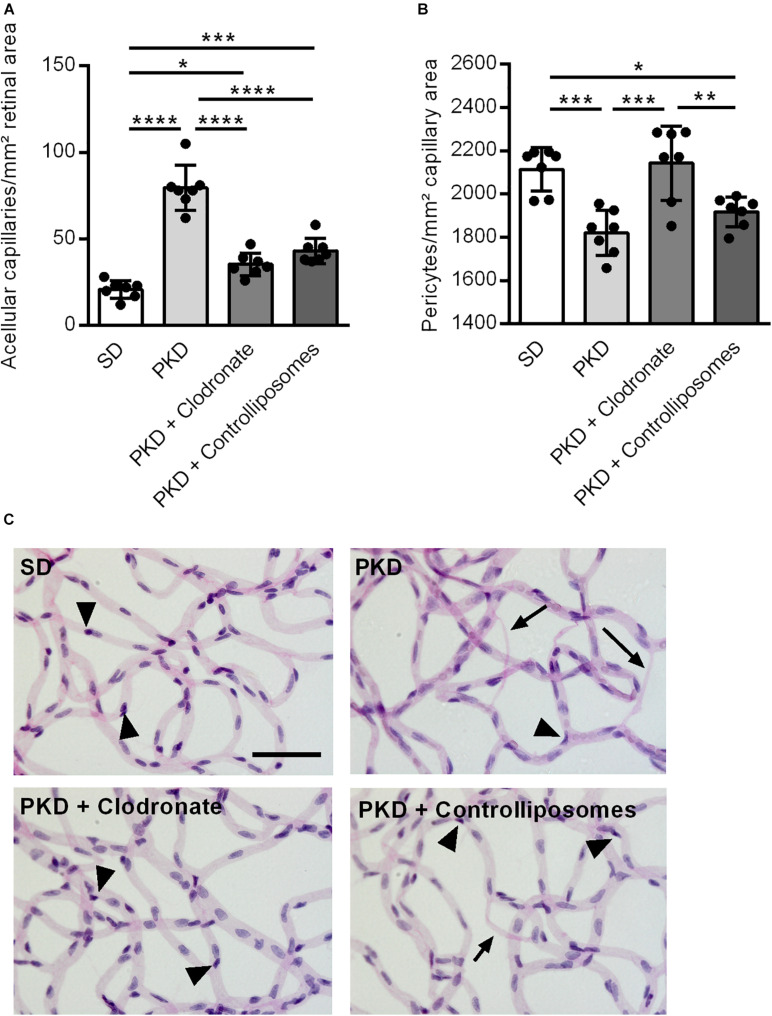
Vasoprotection in clodronate-treated PKD rats. **(A)** The number of acellular capillaries was significantly increased in PKD compared to SD rats. Upon liposome injection, the formation of acellular capillaries was almost completely prevented. **(B)** In PKD rats, the number of pericytes was significantly reduced compared to that in SD rats. This was completely prevented in clodronate-treated PKD rats, whereas control liposomes showed no effects on pericyte loss. **(C)** Representative retinal digest preparations showing acellular capillaries in PKD, PKD + clodronate and PKD + control liposome rats. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Arrow = acellular capillary, arrowhead = pericyte. Scale = 50 μm.

### Gene Expression Analysis Identified *Fgf2* Downregulation as a Possible Effector System

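Retinal RNA of 9-week-old rats was measured on TaqMan microfluidic cards, with 1 well per gene and rat. Data of 6 SD rats, 6 untreated PKD rats, 5 clodronate-treated PKD rats and 6 control liposome-treated PKD rats were analyzed. Both liposome groups had received intravitreal injections of 3 µl at 4 and 8 weeks of age. The authors deposited the Cq value of every well before normalization, and signed fold changes between group means. Of the 1104 wells of these 23 rats, 57 had no Cq, and the other Cq values lay between 5.53 and 35.16. Expression was calculated by subtracting the Cq of a gene from the mean Cq of the 4 reference genes, which gives a log2 scale at full amplification efficiency. Expression values are given relative to the mean of the SD rats. Wells without a Cq were left out, and 41 of the 44 specific genes had at least 3 Cq values in each group and were tested. *Chi3l3*, *Il13*, and *Retnla* had too few. Differences between groups were tested with limma, in a fit of all 4 groups that share an estimate of the spread, with two-sided p-values and Benjamini–Hochberg adjustment over the 41 genes. Two-sided exact permutation tests of the compared groups are given beside it. The number of rats limits the precision, since no well was repeated.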

To identify factors involved in the mechanistic coupling of microglial activation and pericyte protection, an expression analysis for 44 genes associated with retinal inflammation and vasoregression was performed. Fourteen genes were significantly regulated in PKD rats compared to SD rats, which were predominantly innate immune system and interleukin-6 signaling-associated factors (Figure 3A and Table 1). 

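In PKD rats, 15 of the 41 tested genes passed an adjusted p of 0.05 compared to SD rats, 14 of them with higher and 1 with lower expression. *Edn2* had the largest increase, with a log2 fold change of 4.60 (standard error 0.477, adjusted p = 8.97e-09). It was followed by *Socs3* with 4.22 (standard error 0.340, adjusted p = 1.38e-10) and *Serpina3n* with 4.15 (standard error 0.797, adjusted p = 0.000128). *Fgf2* and *Gfap* were increased by 3.13 and 2.62 on the log2 scale, with adjusted p-values of 1.86e-09 and 4.61e-08. These p-values rest on a spread shared by all 4 groups, whereas that of *Edn2* was 1.68 among SD and 0.293 among PKD rats. The standard errors may therefore be too small here. A limma fit of only PKD and SD rats gave adjusted p-values of 1.75e-05 for *Edn2*, 1.74e-06 for *Socs3* and 0.00193 for *Serpina3n*, and 14 genes passed. *Lcn2*, *Chi3l1*, *C3*, *Tnfrsf12a*, *Icam1*, *Tyrobp*, *Itgam*, and *Cntf* were increased by 0.71 (*Cntf*) to 2.09 (*Lcn2*). *Bdnf* was the gene with lower expression, at −0.81 (standard error 0.255, adjusted p = 0.0121). *Lgals3*, which Table 1 does not list, passed with 0.93 (standard error 0.322, adjusted p = 0.0215) but was above 0.05 under the exact permutation test after adjustment (adjusted p = 0.0940). *C1s*, the remaining gene of Table 1, did not pass, with 0.44 (adjusted p = 0.347). For *Edn2*, *Socs3*, *Fgf2*, and *Gfap*, every PKD rat was above every SD rat (exact permutation test, p = 0.00216, the smallest p that 6 rats against 6 allow). SD rat 97 had the highest *Gfap* value of its group, at 1.80 against −0.84 to −0.055 in the other SD rats, and 17 genes passed when it was left out. The largest effect of the processing came from normalizing to the mean of the specific genes in place of the reference genes, which shifted the median log2 fold change by −0.82. Under it, 23 genes passed, of which 7 were higher and 16 lower in PKD rats, and *Cntf* and *C1s* changed sign to −0.12 and −0.38.

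**Figure D1:**
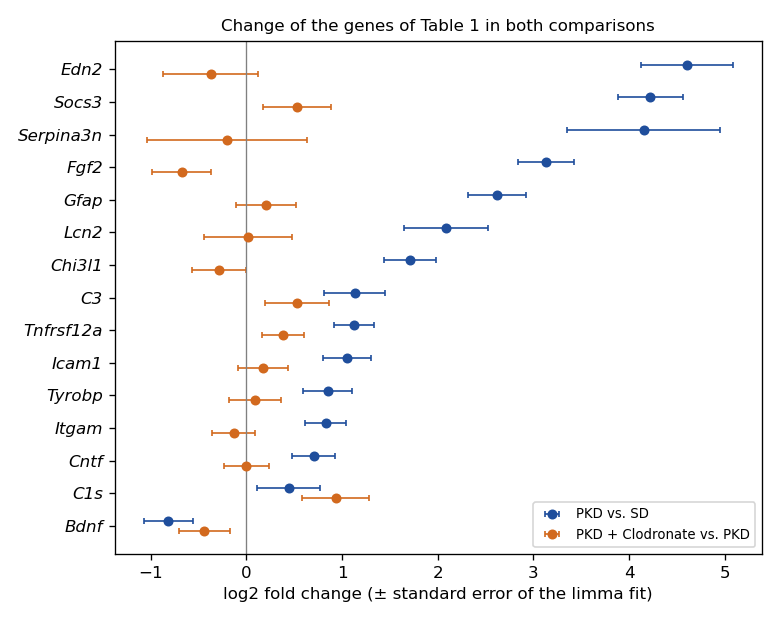
Log2 fold changes (x axis) of the 15 genes of Table 1 (y axis) in PKD rats compared to SD rats (blue) and in clodronate-treated compared to untreated PKD rats (orange), with bars for the standard error of the limma fit. The changes between PKD and SD rats reach 4.60, whereas those under clodronate lie between −0.68 and 0.93.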

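Clodronate-treated PKD rats (n = 5) were compared to untreated PKD rats (n = 6), and 0 of 41 genes passed an adjusted p of 0.05 in limma, while 5 had an unadjusted p under 0.05. *C1s* expression relative to the SD mean was 1.37 ± 0.468 (SD) in clodronate-treated and 0.44 ± 0.308 in untreated PKD rats. Its log2 fold change was 0.93 (standard error 0.348, adjusted p = 0.391), and the exact permutation test of the rats gave p = 0.00866 before adjustment. *Fgf2* expression was 2.45 ± 0.416 (SD) in clodronate-treated and 3.13 ± 0.108 in untreated PKD rats. The log2 fold change of *Fgf2* was −0.68 (standard error 0.309, adjusted p = 0.391), and every clodronate-treated rat was below every untreated PKD rat (exact permutation test, p = 0.00216 before adjustment, the smallest p that 5 rats against 6 allow). Normalization to the mean of the specific genes moved both genes past the threshold, with adjusted p-values of 0.0216 for *C1s* and 0.0428 for *Fgf2*. Both also passed in a limma fit of the compared groups without 18S (0.0319 for both). The setting that matched the deposited fold changes gave 0.0364 for *C1s* and 0.0239 for *Fgf2*. These last settings were chosen after the data were seen, and neither gene passed in the other alternatives. In control liposome-treated PKD rats, *C1s* was at 1.30 ± 0.539 (SD, n = 6) and *Fgf2* at 2.73 ± 0.0910. The spread of the SD rats was 0.879 for *C1s* and 0.905 for *Fgf2*, larger than in the PKD groups. For *Fgf2*, SD rat 97 was at 1.67 and the other SD rats at −0.91 to 0.22.

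**Figure D2:**
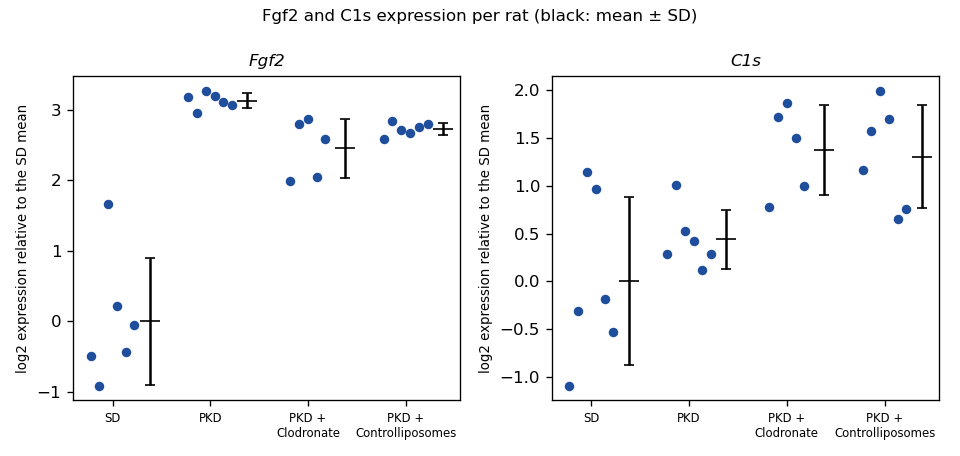
Expression of *Fgf2* (left) and *C1s* (right) per rat in the 4 groups, in log2 units relative to the SD mean, with the group mean ± SD in black. The *Fgf2* values of clodronate-treated rats lie between 1.99 and 2.86, below the untreated PKD rats at 2.96 to 3.27.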

Upon treatment with clodronate-coated liposomes, two genes were expressed significantly differently compared to untreated PKD rats, *C1s* (1.82-fold of PKD) and *Fgf2* (-1.68-fold of PKD; Figure 3B and Table 1). Of the 14 differently expressed genes comparing PKD and SD rats, only *Fgf2* showed a significant regulation upon clodronate treatment (8.32-fold of SD, Table 1). 

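Among the genes that passed between PKD and SD rats, the log2 fold changes under clodronate ranged from −0.68 for *Fgf2* to 0.78 for *Lgals3*, and none passed the adjusted threshold. *Lgals3* had an unadjusted p of 0.0302 in limma and 0.0281 in the exact permutation test. *Socs3* changed by 0.53 (standard error 0.356), *C3* by 0.53 (standard error 0.333), and *Bdnf* by −0.44 (standard error 0.268), each with an adjusted p of 0.472. The exact permutation tests, before adjustment, gave p = 0.0281 for *Socs3*, 0.0368 for *C3* and 0.201 for *Bdnf*. The changes of *Lcn2* and *Cntf* were 0.020 and 0.0013, and both were negative without 18S in the normalization, at −0.051 and −0.069. *Serpina3n* changed by −0.20 (standard error 0.836), with 1 clodronate-treated rat at 2.75 and the others at 4.05 to 4.50. The paper describes the lower *Fgf2* expression under clodronate as a partial reversion of the upregulation in PKD rats.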

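Control liposome-treated (n = 6) and clodronate-treated PKD rats (n = 5) were compared in the same limma fit, in which *Aif1* and *Itgam* were the 2 genes that passed an adjusted p of 0.05. *Itgam* expression was 1.504 ± 0.256 (SD) with control liposomes and 0.70 ± 0.191 with clodronate. The log2 fold change was 0.81 (standard error 0.224, adjusted p = 0.0278), and the groups did not overlap (exact permutation test, p = 0.00216). *Itgam* did not pass without Mrpl19 among the reference genes, nor in 7 of the 11 fits without 1 rat (adjusted p up to 0.101). *Aif1*, which encodes Iba1, had a log2 fold change of 0.99 (standard error 0.247, adjusted p = 0.0194). *C5ar2* expression was 0.71 ± 0.507 (SD) with control liposomes and −0.11 ± 0.358 with clodronate. Its log2 fold change of 0.83 (standard error 0.318) had an unadjusted p of 0.0154 in limma and 0.0173 in the exact permutation test, but an adjusted p of 0.147. Without 18S among the reference genes, *C5ar2* passed with 0.98 (adjusted p = 0.0184), whereas without B2m no gene passed. Between clodronate-treated and untreated PKD rats, *C5ar2* changed by −0.35 (standard error 0.318, adjusted p = 0.610) and *Itgam* by −0.13 (standard error 0.224, adjusted p = 0.738).

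**Figure D3:**
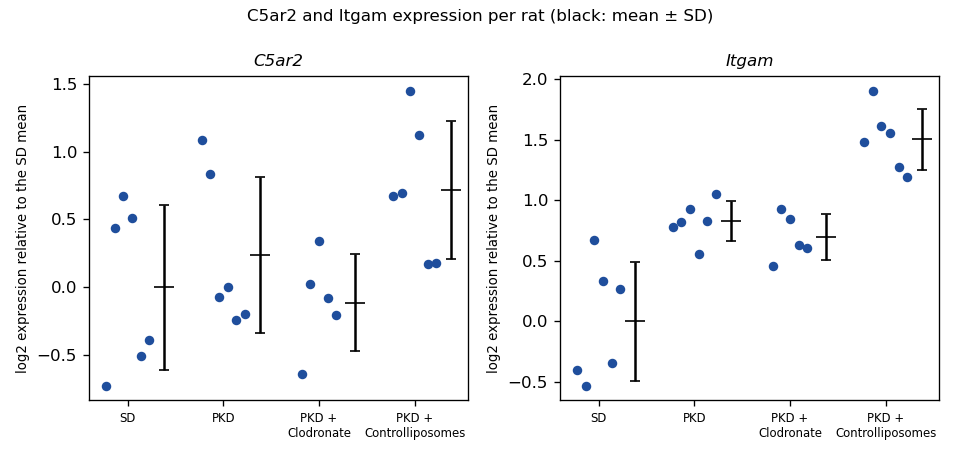
Expression of *C5ar2* (left) and *Itgam* (right) per rat in the 4 groups, in log2 units relative to the SD mean, with the group mean ± SD in black. The *Itgam* values with control liposomes lie between 1.19 and 1.91, above the clodronate-treated rats at 0.46 to 0.93, whereas those of *C5ar2* overlap.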

Treatment with control liposomes led to an increased expression of *C5ar2* and *Itgam* compared to clodronate-coated liposomes, but neither of these two genes was expressed differently between clodronate-coated liposome-treated and untreated PKD rats (Supplementary Table 1 and Table 1). To analyze whether the partial reversion of *Fgf2* upregulation in PKD rats upon treatment with clodronate-coated liposomes resulted in significant downstream regulation associated with vasoprotection, we assessed the activity of *Fgf2*-related signaling.

**FIGURE 3:**
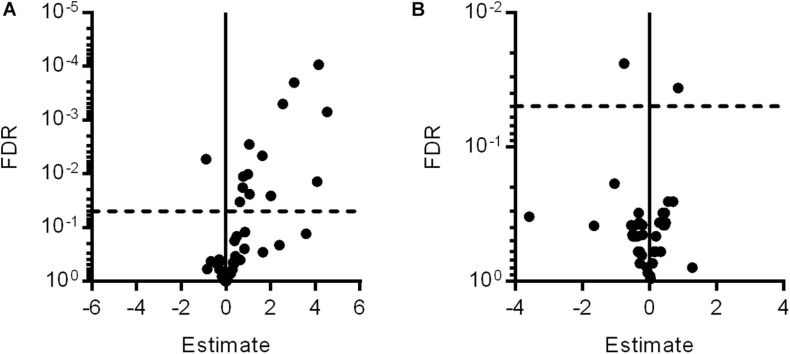
Gene expression changes after clodronate treatment in PKD rats. With microfluidic cards, the expression levels of 44 selected genes associated with retinal inflammation and vasoregression were analyzed. **(A)** Of the 44 specific genes measured, 13 genes were upregulated and one gene was downregulated in PKD rats compared to SD rats. **(B)** After clodronate injection, C1s was upregulated and Fgf2 downregulated compared to PKD rats, with only Fgf2 being regulated in PKD compared to SD rats. Horizontal dashed lines at FDR = 0.05 indicate the level of significance.

**TABLE 1:** Differentially expressed genes associated with inflammation and vasoregression.

**Gene**	**PKD vs. SD fold change**	**PKD vs. SD FDR**	**PKD + Clodronate vs. PKD fold change**	**PKD+ Clodronate vs. PKD FDR**
*Edn2*	23.13	0.00070	*−1.36*	*0.38490*
*Socs3*	17.75	0.00009	*1.37*	*0.36140*
*Serpina3n*	16.92	0.01390	*−1.21*	*0.73220*
*Fgf2*	8.32	0.00020	−1.68	0.02390
*Gfap*	5.85	0.00050	*1.10*	*0.60120*
*Lcn2*	4.04	0.02550	*−1.04*	*0.86220*
*Chi3l1*	3.11	0.00460	*−1.28*	*0.46100*
*C3*	2.09	0.02390	*1.38*	*0.30940*
*Tnfrsr12a*	2.07	0.00280	*1.24*	*0.36580*
*Icam1*	1.98	0.01010	*1.07*	*0.73220*
*Tyrobp*	1.71	0.01120	*1.01*	*0.90860*
*Itgam*	1.69	0.01800	*−1.15*	*0.38140*
*Cntf*	1.55	0.03320	*−1.05*	*0.78840*
*C1s*	*1.29*	*0.46320*	1.82	0.03640
*Bdnf*	−1.85	0.00530	*−1.42*	*0.44990*

*Genes are ranked based on the fold change between PKD and SD rats. Only genes with an FDR < 0.05 in either comparison are shown. Numbers in italic indicate non-significant regulation. FDR, Benjamini–Hochberg false discovery rate; SD, Sprague Dawley; PKD, polycystic kidney disease rat.*

### Modulation of *Mapk1* and Akt Signaling Pathways in Clodronate-Treated PKD Rat Retinae

Because the activation of the MAPK/ERK signaling pathway is a crucial factor mediating FGF2-related signaling, the phosphorylation of ERK was analyzed (Besser et al., 1995). In PKD rats, no differences in the activation of ERK signaling were observed compared to SD rats. Clodronate treatment showed no effects on the phosphorylation of ERK in PKD rats (Figure 4A).

**FIGURE 4:**
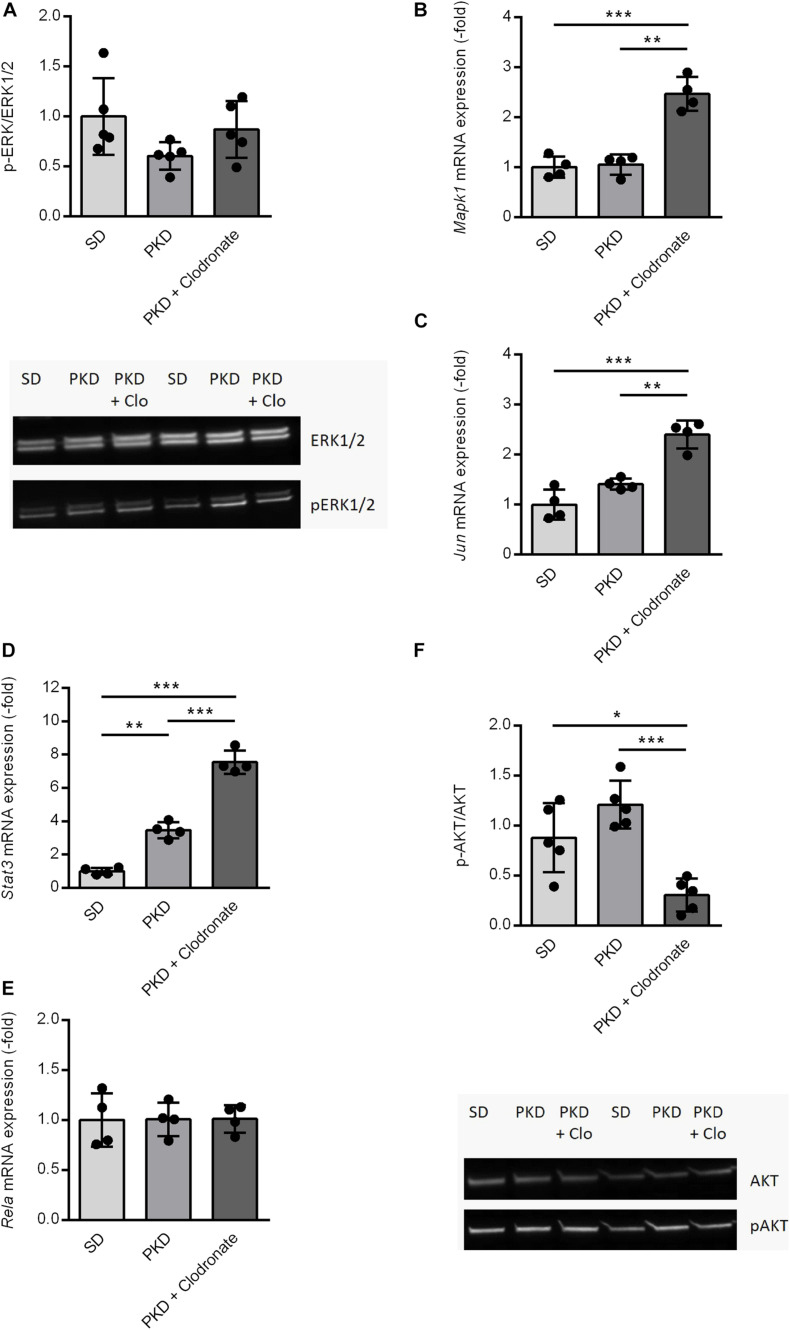
Expression and activation changes of Fgf2-related factors and pathways. **(A)** The activation of the MAPK/ERK1/2 pathway showed no significant differences between SD, PKD, and PKD+ clodronate rats as assessed by western blots for ERK1/2 and phosphorylated (p)ERK1/2. **(B–E)** Clodronate treatment led to an induction of Mapk1 **(B)** and Jun **(C)** expressions and increased the expression of Stat3 **(D)** compared to PKD rats, whereas the mRNA expression of Rela **(E)** showed no differences between the three groups. **(F)** The activity of the PI3K/AKT signaling pathway was significantly reduced in clodronate-treated PKD rats compared to both SD and PKD rats, indicated by the decreased phosphorylated (p)AKT/AKT ratios in the western blot analysis. *p < 0.05, **p < 0.01, ***p < 0.001. PKD + Clo = PKD + Clodronate.

On the transcriptional level, no differences in *Mapk1* expression were observable between SD and PKD rats, but in clodronate-treated PKD rats, the expression of *Mapk1* was significantly increased (Figure 4B). Independent of its kinase activity, *Mapk1* can inhibit the expression of IFNG-induced genes, but the expression of *Icam1*, which was the only IFNG-dependent gene that increased in PKD rats, was not affected by clodronate treatment (Table 1; Hu et al., 2009). 

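On the microfluidic cards, *Icam1* expression relative to the SD mean was 1.06 ± 0.213 (SD, n = 6) in untreated and 1.23 ± 0.347 (SD, n = 5) in clodronate-treated PKD rats. The increase between SD and PKD rats had a standard error of 0.251 and an adjusted p of 0.00134 in limma, with p = 0.00433 in the exact permutation test. Under clodronate, *Icam1* changed by 0.17 (standard error 0.263, adjusted p = 0.736), which is less than the spread between rats (exact permutation test, p = 0.333). With normalization to the mean of the specific genes, the increase in PKD rats was 0.23 (adjusted p = 0.221) and no longer passed the threshold. That mean itself rose in PKD rats, which shifted the median log2 fold change by −0.82, so this loss is not particular to *Icam1*. In the other alternatives *Icam1* passed, with the largest adjusted p under the exact permutation test (0.0177).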

As demonstrated here, the most abundant signal translation of FGF2 was not altered in clodronate-treated animals. Therefore, a gene network analysis was conducted in which the gene regulation observed in the microfluidic cards and the *Mapk1* expression were analyzed.

Associated with the observed changes in gene expression, inflammation, and neurovascular protection, *Jun*, *Stat3*, and *Rela* were identified as possible regulators.

The neuroprotective factor *Jun* was not differently expressed in PKD compared to SD rats. However, in clodronate-treated PKD rats, the expression of *Jun* was significantly increased (Figure 4C). *Stat3*, a co-inducer of microglial activation and transcriptional regulator of pro- and anti-inflammatory signaling factors, was significantly upregulated in PKD compared to SD rats, which was further increased upon clodronate treatment (Figure 4D). *Rela* showed no differences in mRNA expression between the three groups (Figure 4E). With the observed regulations, the question of AKT activation arose, as AKT is a crucial signaling pathway involved in pro- and anti-inflammatory signaling as well as in the regulation of the expression of *Mapk1* and *Jun* dependent on *Stat3* expression. Between SD and PKD rats, no differences in AKT phosphorylation were observed. However, clodronate treatment resulted in a significant reduction of AKT phosphorylation compared to untreated PKD rats, indicating decreased PI3K/AKT activity (Figure 4F). This change in PI3K/AKT activity in clodronate-treated animals indicates that the changes in previously unaltered signaling pathways might be responsible for the observed vasoprotection rather than a simple reversion of pathway activity changes.

### Upregulation of *Ahr*-Interacting Protective Factors

Upstream effector analysis of the regulation observed in the microfluidic cards and the qPCRs identified six transcription factors, *Egr1*, *Ahr*, *Sox9*, *Sry*, *Nab2*, and *Atf2*, interacting with *Stat3* and *Jun*, which are associated with cell protection and inflammation. For verification of the prediction, qPCRs were performed. Clodronate injection resulted in an increased *Egr1* expression compared to PKD controls, but not compared to SD rats (Figure 5A). Expression of the inflammation and microglial-activation-associated *Ahr* was significantly higher in PKD than in SD rats. Clodronate treatment resulted in an additional increase in *Ahr* mRNA expression in PKD rats (Figure 5B). The *Stat3*-inducing transcription factors *Sox9* and *Sry* showed no differences in regulation between the three groups (Figures 5C,D). The *Egr1*-induced *Egr1* repressor *Nab2* was significantly upregulated in clodronate-injected PKD rats (Figure 5E). *Atf2*, which itself has neuroprotective effects and is induced by *Ahr*, while regulating *Stat3* and *Egr1* expressions, was significantly increased in PKD rats upon clodronate treatment (Figure 5F).

**FIGURE 5:**
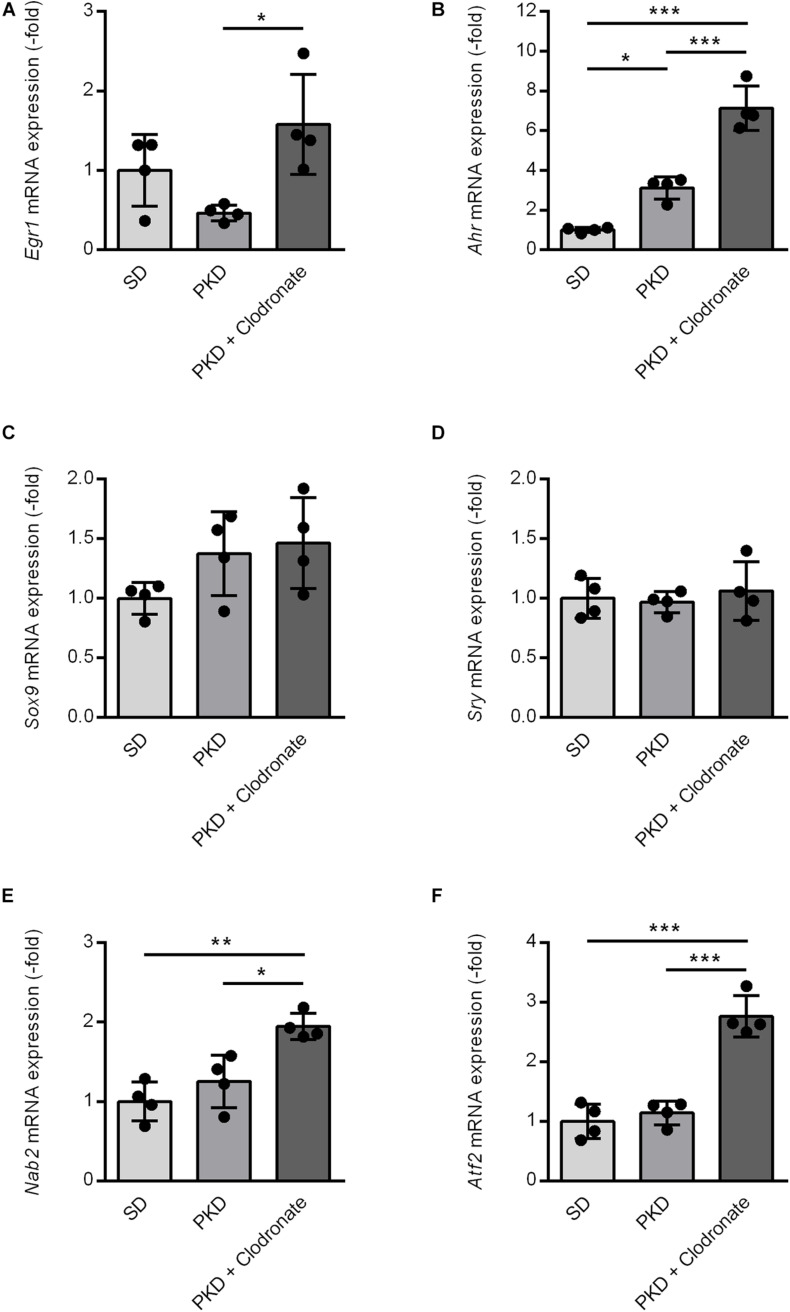
Induction of vasoprotective and neuroprotective factors in clodronate-treated PKD rats. The mRNA expression of Egr1 **(A)**, Nab2 **(E)**, and Atf2 **(F)** was significantly increased compared to SD and PKD rats. The upregulation of Ahr **(B)** in PKD compared to SD rats was further enhanced in clodronate-treated animals. Sox9 **(C)** and Sry **(D)** showed no differences in mRNA expression between the three groups. *p < 0.05, **p < 0.01, ***p < 0.001.

These results showed that *Ahr*-interacting neuroprotective and vasoprotective factors were either induced or further increased upon clodronate injection and microglial activation.

## Discussion

In this study, we demonstrate vasoprotective effects associated with clodronate-coated liposome-induced microglial activation. Vasoprotection was accompanied by the induction of *Ahr*-dependent protective factors in the course of microglial activation, which are possible effectors mediating the vasoprotective effects. The partial depletion of microglia in relation to liposome-dependent activation and proliferation of microglia is crucial in this process, as control liposomes decreased the formation of acellular capillaries but failed to protect the more important pericytes. The partial depletory effects are suggested by the increased numbers of Iba1^+^ and CD74^+^ microglia in PKD rats injected with control liposomes.

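On the microfluidic cards, 32 of the 41 tested genes differed by less than 0.5 log2 units between clodronate-treated and untreated PKD rats. The median log2 fold change was 0.020. *Il10* had the largest decrease, at −0.97 (standard error 0.433), with an unadjusted p of 0.0348 in limma and 0.0152 in the exact permutation test, and *C1s* had the largest increase. *Sphk1*, like *C1s*, *Fgf2*, and *Lgals3*, also had an unadjusted p under 0.05 in limma, at 0.47 (exact permutation test, p = 0.0195). Data were simulated with 5 and 6 rats in the compared groups, 10 of 40 genes changed and the same spread of a gene in every group. Of the changed genes, 59.1% were recovered at a change of 1 log2 unit and 97.2% at 2. Smaller changes and sets with fewer changed genes were not simulated, so the recovery of a few changed genes is not known.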

The pericyte protective effects were not mediated via regulation of classical inflammatory pathways, as only minimal changes were observed in the expression of the selected candidate genes. Instead, the gene expression analysis showed that the clodronate injection did not simply reverse the changes occurring in the PKD rat compared to SD rats but apparently activated alternative pathways which might be either modulating or modulated by the microglial subpopulations driving the inflammation (Cherry et al., 2014).

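Of the 15 genes that passed between PKD and SD rats, 5 moved back toward the SD level under clodronate, which were *Chi3l1*, *Edn2*, *Fgf2*, *Itgam*, and *Serpina3n*. The part of the change between PKD and SD rats that was taken back was 16.7% for *Chi3l1*, 8.12% for *Edn2*, 16.0% for *Itgam* and 4.78% for *Serpina3n* on the log2 scale. For the others, among them *Socs3*, *Gfap*, and *C3*, the change under clodronate had the same sign as that between PKD and SD rats. Both changes share the mean of the untreated PKD rats, so the count was not tested. Some signs rest on changes far below their standard errors, as for *Lcn2* (0.020, standard error 0.461), *Cntf* (0.0013, standard error 0.236) and *Serpina3n* (−0.20, standard error 0.836). Without 18S or without Mrpl19 among the reference genes, 7 of 15 genes moved back. With normalization to the mean of the specific genes, 12 of the 23 genes that then passed moved back.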

The activation of microglia is a common process in diabetic retinopathy and in models reflecting the various hallmarks of its pathogenesis (Zeng et al., 2008; Karlstetter et al., 2015; Stitt et al., 2016; Mazzeo et al., 2017). Activated microglia were identified to induce and mediate effects detrimental to the vasculature (Krady et al., 2005; Kezic et al., 2013; Portillo et al., 2014, 2017; Mazzeo et al., 2017). In contrast, in our study, the increase in microglial activation upon clodronate injection counterintuitively reduced vasoregression. In general, activated microglia can have both pro- and anti-inflammatory properties. 

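Polarization markers on the cards were averaged per rat over 4 pro-inflammatory genes (*Il1b*, *Il6*, *Tnf*, and *Nos2*) and 4 genes of alternative activation (*Arg1*, *Mrc1*, *Il10*, and *Tgfb1*). *Chi3l3*, *Retnla*, and *Il13* were left out of the alternative list because few of their wells had a Cq, so its mean does not cover them. *Chi3l3* had a Cq in 4 of 6 untreated and 0 of 5 clodronate-treated PKD rats, *Retnla* in 2 of 6 and 0 of 5, and *Il13* in 3 of 6 and 1 of 5. The pro-inflammatory mean was 0.24 ± 0.323 (SD, n = 6) in untreated and 0.20 ± 0.245 (SD, n = 5) in clodronate-treated PKD rats. The difference of −0.047 was smaller than the spread between rats (exact permutation test, two-sided, p = 0.792), and it was 0.066 without B2m among the reference genes. The mean of the alternative markers was 0.22 ± 0.321 (SD, n = 6) in untreated and 0.080 ± 0.461 (SD, n = 5) in clodronate-treated rats, a difference of −0.14 (exact permutation test, p = 0.554). The genes within both lists moved in opposite directions, so that their changes partly cancel in the means. Among the alternative markers, *Il10* and *Arg1* (−0.26) were lower and *Tgfb1* (0.49) and *Mrc1* (0.19) were higher. Among the pro-inflammatory markers, *Tnf* (−0.42) and *Il6* (−0.15) were lower and *Il1b* (0.27) and *Nos2* (0.11) were higher. Of these 8 genes, *Il10* had an exact permutation p under 0.05. RNA of the whole retina was measured, so the values are not those of microglia alone. *Nos2* was at −2.12 in 1 clodronate-treated rat and *Tgfb1* at 1.24 in 1 untreated PKD rat, apart from the others of their groups.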

Our gene expression analysis indicated that clodronate treatment did not simply result in an obvious shift in microglial polarization (Stefater et al., 2011; Cherry et al., 2014; Arroba et al., 2016). Instead, alternative inflammation-associated factors were induced, which probably are responsible for the observed vasoprotection. Whether these protective factors were induced in microglia directly or in other neurovascular compartments has to be addressed in subsequent studies. Furthermore, as the gene expression analysis was performed with whole retinal lysates and a predefined limited set of genes, microglial subpopulation shifts cannot be ruled out. Focused analyses, e.g., using single-cell RNA sequencing of isolated microglia, could provide a more detailed insight into the behavior of microglial subpopulations upon clodronate treatment.

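On the log2 scale, the decrease in *Fgf2* under clodronate amounted to 21.6% of the difference between untreated PKD and SD rats. *Fgf2* was also lower under control liposomes, by −0.40 (exact permutation test, p = 0.00216, limma adjusted p = 0.460). The liposome groups differed by 0.27 (exact permutation test, p = 0.186), so the decrease cannot be assigned to clodronate alone. The lowest *Fgf2* value among the clodronate-treated rats was 1.99, and the highest among the SD rats was 1.67, in rat 97, which also had the outlying *Gfap* value. The other SD rats were at 0.22 or below. With each rat left out in turn, the change under clodronate stayed between −0.78 and −0.56, and the difference between PKD and SD rats between 2.95 and 3.46.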

In our view, the downregulation of *Fgf2* upon clodronate treatment is unrelated to the treatment effect, as its expressional change was small compared to the difference between untreated PKD and SD rats. In our study, the upregulation of *Mapk1* could be a result of the reduced *Fgf2* expression, as *Fgf2* can reduce the expression of *Mapk1* in a complex induction-repression dynamic via multiple negative feedback loops, but *Mapk1* expression showed no difference between SD and untreated PKD rats despite an eightfold increase in *Fgf2* expression (Smith et al., 2006; Lake et al., 2016). Moreover, as the activity of AKT was not increased but decreased in clodronate-treated PKD rats, the inducer of *Mapk1* expression remains to be determined.

As the activity of MAPK/ERK1/2 was not changed upon clodronate treatment, the vasoprotection could be related to the increased *Mapk1* expression independent of its kinase activity. *Mapk1* can act as a transcriptional repressor of IFNG-induced genes (Hu et al., 2009). However, the expression of the IFNG-induced *Icam1*, which was also upregulated in PKD compared to SD rats, was not affected by clodronate treatment, despite the increased *Mapk1* expression, which lets the repression of IFNG-induced genes by *Mapk1* seem unlikely in this context.

The *Mapk1* and AKT-dependent *Jun*, as well as the *Mapk1*-dependent AKT inducer *Stat3*, were both significantly increased in clodronate-treated animals. The protein encoded by *Jun*, jun proto-oncogene, a transcription factor involved in JNK-mediated transcriptional changes, has been identified as a crucial part in the mediation of TLR4-dependent neuroinflammation and in the ocular degeneration occurring in an Alzheimer’s disease mouse model (Badshah et al., 2016; Buccarello et al., 2017). The expression of *Jun*, however, together with *Atf2*, which we identified as an additional factor induced by clodronate treatment, was found in retinal ganglion cells and can be neuroprotective (Kreutz et al., 1999). Additionally, the c-Jun pathway was identified as an antiapoptotic pathway in cerebral microvascular smooth muscle cells, which have similar properties as retinal pericytes (Qu et al., 2017). *Stat3*, which is induced in activated microglia, is another ambiguous transcription factor we identified as upregulated upon clodronate injections. The inhibition of *Stat3* and STAT3 signaling can reduce apoptosis of retinal endothelial cells and delays the vision loss observed in a rat model of diabetic retinopathy (Ye and Steinle, 2016; Vanlandingham et al., 2017). In contrast, *Stat3* is the mediator of the protective effects of TLR3 signaling under oxidative stress, the reduction of *Stat3* signaling contributes to mitochondrial dysfunction in endothelial cells, and *Stat3* in Müller cells is essential for retinal regeneration (Nelson et al., 2012; Patel and Hackam, 2014; Banerjee et al., 2017). In combination, in clodronate-treated PKD rats, the net effect of the induction of these ambiguously acting transcription factors is vasoprotection rather than detrimental, but the exact interaction of these factors has to be analyzed in subsequent studies, targeting the different components selectively.

The transcriptional activator *Egr1* was upregulated in clodronate-treated rats. The induction of *Egr1* leads to microglial activation and can contribute to endothelial dysfunction (Langmann et al., 2009; Karthikkeyan et al., 2018). In opposition, *Egr1* is essential in regulating apoptosis and was demonstrated to mediate neuroprotective effects (Stuart et al., 2005; Bakalash et al., 2011). The aryl hydrocarbon receptor (*Ahr*), which was highly upregulated in clodronate-treated PKD rats, can mediate both pro- and anti-inflammatory signals in activated microglia (Lee et al., 2015). Although *Ahr* was observed to be involved in blood–brain barrier alterations, the deletion of *Ahr* leads to increased microglial accumulations and atrophy of the retinal pigment epithelium (Chang et al., 2012; Kim et al., 2014).

The factors we found upregulated in clodronate-treated PKD rats have dual properties on the retina. The observed vasoprotection shows that the protective effects of these pathways clearly exceeded potential detrimental effects, while it remains unclear which of the pathways played the most dominant role. Endothelial and glial cells have been shown to influence microglia, which then can modulate pericytes (Redzic et al., 2015; Li et al., 2020). It is therefore possible that a change in the local concentration of pericyte-modulating factors, not detectable by a global assay like our microfluidic card analysis, was responsible for the protective effect that was associated with the increase in activated microglia shown in this study.

Whether clodronate treatment has a protective effect on the neuroretinal function could not be determined sufficiently, due to cataract formation after intravitreal liposome injection (Sampat and Garg, 2010). The effects on the retinal vasculature suggest a protection of neurovascular function in clodronate-injected animals, but this has to be verified in future studies.

In contrast to observations in other microglial depletion studies using clodronate liposomes, our long-term experiment revealed that the stimulatory effect of the liposomes outweighed the depletory capacity, providing an additional stimulus for the remaining microglia (Zhou et al., 2015; Fouda et al., 2018; Xu et al., 2018). We speculate that this effect was due to the experimental period of 5 weeks and to the numbers of injections applied. Previous studies used single injection and systemic clodronate treatment in different settings and observations, which is a likely explanation for observed discrepancies (Zhou et al., 2015; Fouda et al., 2018; Xu et al., 2018). Even though the microglial population was not reduced compared to untreated controls but the amount of activated CD74^+^ microglia was increased, the treatment demonstrated vasoprotective effects.

In summary, we demonstrated that increased microglial activation is associated with vasoprotection probably by induction of various pleiotropic pathways. The vasoprotection and especially the prevention of pericyte loss are probably due to a combination of a variety of pathways with potentially ambiguous effects, with the interaction of these pathways resulting in a net protection of the retinal vasculature. The reduction in acellular capillaries in control liposome-injected animals shows that the liposomal activation alone is associated with partial vasoprotection. Whether the additional benefit of the partial microglial depletion in the clodronate-treated animals is due to an overall reduction in microglia, the depletion of a certain subtype, or a pleiotropic depletion-independent induction of vasoprotective factors in the neurovascular unit needs to be carefully addressed in future studies.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

## Ethics Statement

The animal study was reviewed and approved by the Regierungspräsidium Karlsruhe. Written informed consent was obtained from the owners for the participation of their animals in this study.

## Author Contributions

SR, MK, SB, and H-PH contributed to conception and design of the study. SR, MK, and PW contributed to the acquisition and analysis of the data. SR, MK, JL, YF, PW, and H-PH contributed to the analysis and interpretation of the data. SH and NG contributed to the interpretation of the data. SR and MK wrote the manuscript. All authors contributed to manuscript revision, read, and approved the submitted version.

## Conflict of Interest

PW was a full time employee of Sanofi Aventis Deutschland GmbH. Microfluidic cards based qPCR analyses were conducted at the research facility of Sanofi Aventis Deutschland GmbH. Experiments and communication was performed within the IRTG GRK 1874 DIAMICOM reviewed by the DFG. Sanofi Aventis had no influence on the interpretation nor the decision to publish these data. The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

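Gene expression was measured by TaqMan microfluidic cards in retinal RNA of single rats at 9 weeks of age, with 48 wells per card for 44 specific and 4 reference genes. The authors deposited Cq values (in PCR cycles, other than counts or intensities) for every well, read by the software of the thermocycler after 14 cycles of pre-amplification and before subtraction of the reference genes. The authors also deposited signed fold changes of the group means, another unit, in which a value below 1 is written as minus its reciprocal, for 44 genes in PKD rats against SD rats and in clodronate-treated against untreated PKD rats. The group of each animal was taken from the sample list of the paper's supplement, and the wells were matched to genes through the Cq values the supplement lists by gene symbol, which matched for all 48 wells. All 44 symbols of the specific genes are in the reference table of rat genes.

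Columns of 23 rats were used, from 6 SD, 6 PKD, 5 PKD + Clodronate, and 6 PKD + Controlliposomes rats. A further 11 columns were not used, since neither the labels nor the sample list name their group. The comparisons that involve PBS-injected PKD rats or clodronate-treated SD rats were therefore not analysed here.

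Of 1104 wells, 57 had no Cq. The Cq values ranged from 5.53 to 35.16, with a median of 24.4 for the specific genes and 1 value above 35. There is 1 well per gene and rat and the number of copies behind a Cq is unknown, so the precision is that of 5 or 6 rats per group.

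The paper's methods state that an average of 4 reference genes was subtracted and that the analysis was of the one-way form with Benjamini–Hochberg correction. Expression was therefore calculated as the mean Cq of 18S, B2m, Mrpl19, and Ywhaz minus the Cq of the gene. Wells without a Cq were left out, and a gene was tested when each compared group had at least 3 Cq values, which held for 41 genes. Groups were compared with limma 3.58.1 in R 4.3.3 (statmod 1.5.0), with lmFit and eBayes over the 4 groups, two-sided p-values, Benjamini–Hochberg adjustment over the genes of a comparison and a threshold of 0.05. Two-sided exact permutation tests of the difference in means were run for the groups compared. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.

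The procedure was tested on simulated data, 100 sets of 40 genes with 5 and 6 rats. With 10 genes changed by 1 log2 unit, 59.1% of them were recovered, the mean estimate was 0.996 and 4.52% of the calls were false. With changes of 2 log2 units, 97.2% were recovered. With no gene changed, 4 sets had a false call.

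The genes named in the text are those the paper's main text names for the cards, the reference genes and the listed polarization markers. *Cd74*, *Aif1*, and the genes past the threshold in each comparison are also named. Of the genes past the threshold, at most 5 are given with statistics where the paper does not report the comparison. This rule and the choices above were fixed before the data were examined, with an exception for the marker list. *Chi3l3*, *Retnla*, and *Il13* were left out of it because the paper's supplement shows few Cq values for them. *Il10*, *Sphk1*, *Fcgr3a*, *Chi3l3*, *Retnla*, and *Il13* are also named for reasons seen in their values.

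The alternatives fixed before the data were examined were to leave out each reference gene in turn, to normalize to the mean of the specific genes with a Cq in every sample, to set empty wells to 40, to drop Cq values above 35, to use only genes with a Cq in every sample, to fit only the compared groups, to use an ordinary linear model or exact permutation tests per gene, to use sample weights or a robust prior in limma, and to leave out each rat in turn. A further 5 alternatives were added after the data were seen. They came from a search over 80 combinations of 16 normalizers and 5 treatments of empty wells, compared with the deposited fold changes, and over 6 forms of test.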

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

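The tests of SD rat 97 and of *Chi3l3* were chosen after the values were seen, and the counts of other splits of the rats were set before they were run. Counts of rats that were higher or lower, here and below, compare each rat with the mean of the other group. The groups can therefore overlap. Ranges of adjusted p-values leave aside the fits without single rats.

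Single rats far from the others of their group were searched in 108 groups of values from 27 genes, by comparing the gap to the nearest rat with the range of the group. This found 7 rats' values, and chance gives about 5.4, so their number is close to that of chance. *Serpina3n* was at 2.75 in a clodronate-treated rat and at 4.05 to 4.50 in the others. *Chi3l1* was at 0.97 in a control liposome-treated rat against 1.51 to 1.71, and *Icam1* was at 1.71 in the same rat against 0.79 to 1.09. *Nos2* was at −2.12 in a clodronate-treated rat against −0.29 to 0.18, *Mrc1* at −1.76 in SD rat 93 against −0.048 to 0.81, and *Tgfb1* at 1.24 in a PKD rat against −0.20 to 0.090. No technical or biological explanation was tested for these 6 values.

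The remaining value was *Gfap* at 1.80 in SD rat 97, against −0.84 to −0.055 in the other SD rats. Over 17 genes chosen without this rat, on an axis from the mean of the other SD rats (0) to that of the PKD rats (1), rat 97 was at 0.709. Each of the other rats was placed in the same way, left out of the choice of genes and of the axis in turn, which put the other SD rats at −0.12 to 0.24 and the PKD rats at 0.93 to 1.07. Rat 97 lies below all of the PKD rats left out in this way, which a PKD rat with a wrong label would not be expected to do, although the range rests on 6 PKD rats. Its normalization does not account for the position, since rat 97 was at least 0.414 above the highest other SD rat with each of the 5 other reference sets. The amount of cDNA does not either, since the mean Cq of its reference genes was 16.3 and that of the other SD rats 15.8 to 16.8. A mixture of samples, the card and the state of this retina were not tested, so no biological explanation is given. Without this rat, 17 genes passed between PKD and SD rats.

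The comparison of control liposome-treated with untreated PKD rats, for which the paper reports no count, gave 1 gene with an adjusted p under 0.05, and 7 with an unadjusted p under 0.05. This was *C3*, with a log2 fold change of 1.16 (standard error 0.318, limma adjusted p = 0.0490, from 0.00153 to 0.156 over its alternatives), higher in 6 of 6 rats. Of 100 splits of the same rats drawn from 462, 3 gave as many genes, the real one included. The count was 0 when B2m, Mrpl19, or Ywhaz was left out of the reference genes, with 8, 6, and 7 genes at an unadjusted p under 0.05. It was 3 without 18S, 5 in a fit of the compared groups and 4 with the exact permutation test, *C3* among them each time. The log2 fold change of *C3* was 0.94 to 1.25 over the alternatives that keep all rats and 1.02 to 1.33 without 1 rat, the groups did not overlap (exact permutation test, p = 0.00216, the smallest possible), and its adjusted p was under 0.05 in 2 of the 12 fits without 1 rat. The direction and size of the change thus held under these alternatives, and the call at the threshold did not. The higher *C3* may be an effect of the injection or of the liposomes, which cannot be told apart since PBS-injected rats were not analysed here.

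*Lgals3* passed between PKD and SD rats although Table 1 does not list it, with a log2 fold change of 0.93 (standard error 0.322, adjusted p = 0.0215, from 0.00219 to 0.729 over its alternatives), higher in 6 of 6 rats. Of 100 splits of the SD and PKD rats, 3 gave as many genes as the 15 of the real split, the real one included. *Lgals3* passed when each reference gene was left out in turn, with adjusted p-values of 0.0149 to 0.0420. It did not pass in a fit of the compared groups (adjusted p = 0.0606) or with the exact permutation test (adjusted p = 0.0940), at the same log2 fold change, nor in 4 of the 12 fits without 1 rat or in 3 of the 5 alternatives chosen after seeing the data (adjusted p up to 0.120). With normalization to the mean of the specific genes, which shifts every gene by the same amount, it was at 0.11 (adjusted p = 0.729). Its call thus depends on the form of the test, on single rats and on that normalization, whose shift is not particular to *Lgals3*. No biological explanation was tested.

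*Aif1*, which the paper's main text does not name for the cards, passed between control liposome-treated and clodronate-treated PKD rats. Its log2 fold change was 0.99 (standard error 0.247, adjusted p = 0.0194, from 0.00596 to 0.0796 over its alternatives), higher in 6 of 6 rats. Of 100 splits of these rats, 1 gave as many genes as the 2 of the real split, which was the real one itself. Without B2m, the adjusted p of *Aif1* was 0.0796 at a log2 fold change of 0.97. It was also above 0.05 in 4 of the 11 fits without 1 rat, up to 0.0647, and in the setting of the deposited fold changes (0.0512), which was chosen after seeing the data. *Itgam*, the other gene that passed, was above 0.05 in 7 of the 11 fits, up to 0.101. Its adjusted p was 0.00596 to 0.204 over the alternatives fixed before the data were examined. Candidate explanations are a larger amount of *Aif1* RNA with control liposomes and a smaller one with clodronate. Against untreated PKD rats, *Aif1* changed by 0.65 with control liposomes and by −0.35 with clodronate. Exact permutation tests gave p = 0.00433 and 0.216, and the limma adjusted p-values were 0.153 and 0.492. The paper counted more Iba1-positive microglia with control liposomes than in uninjected or clodronate-treated rats, and saw no effect of clodronate on their total. Those are cell counts, not RNA. The choice of reference genes did not reverse the direction of the difference, which cannot tell the candidate explanations apart.

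*Chi3l3* had a Cq in 4 of 6 untreated PKD rats and in no rat of the other groups. Amplification spread by chance over the rats was tested with a two-sided Fisher's exact test, adjusted over the 3 genes with few Cq values, which gave an adjusted p of 0.00508. *Il13* and *Retnla* gave 0.279 and 0.233. The cards and cohorts of the rats are not named, so a difference between cards cannot be told apart from one between groups.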

How the results depend on the processing

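No paired analysis was possible because each rat belongs to a single group and the replicate numbers of the labels are not joined to the animal numbers. For the same reason, and because the groups of 11 columns are not known, the fits over all 6 groups, the replicate block, the comparisons with PBS-injected PKD rats and clodronate-treated SD rats and the interaction of clodronate with the strain were not run. The 5 alternatives called added below were chosen after seeing the data. One of them, the setting of the deposited fold changes, uses B2m, Mrpl19, and Ywhaz, empty wells at 35, an ordinary linear model of the compared groups and adjustment over 48 wells. The cause of the changes below was not tested, apart from the spread described under the other observations.

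Between PKD and SD rats, 14 to 18 genes passed in place of 15 under the alternatives fixed before the data were examined and 13 to 16 under the added ones, except with the mean of the specific genes, which gave 23 genes (8 shared with the 15) and shifted the median by −0.82. Leaving out B2m shifted it by 0.17. With sample weights, the median of the differences per gene in log2 fold change was 0.12, while the median log2 fold change went from 0.44 to 0.41. The 12 fits that each left out 1 rat gave 14 to 18 genes. Of 100 splits of the rats, 3 gave at least 15 genes.

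Between clodronate-treated and untreated PKD rats, 0 genes passed, with 5 at an unadjusted p under 0.05. The count was 2 with the mean of the specific genes, 1 with empty wells at 40 (*Chi3l3*), and among the added alternatives 2 in the setting of the deposited fold changes and 2 without 18S in a limma fit of the compared groups. It was 0 under the others, with 2 to 9 at an unadjusted p under 0.05, and in all 11 fits without 1 rat. Leaving out B2m shifted the median by 0.11. All 100 splits drawn gave at least 0 genes, which any split does, so this count shows nothing. In the setting of the deposited fold changes, 3 of 100 splits gave at least 2 genes.

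*Fgf2* had a change of −0.73 (adjusted p = 0.0428) with the mean of the specific genes, −0.75 (0.0239) in the setting of the deposited fold changes and −0.75 (0.0319) without 18S in a limma fit of the compared groups, lower in 5 of 5 rats. Its adjusted p ranged from 0.0428 to 0.475 over the alternatives fixed before, apart from fits without single rats, and from 0.0239 to 0.398 over the added ones. *C1s* had 0.87 (0.0216), 0.86 (0.0364), and 0.86 (0.0319) under the same settings, higher in 5 of 5 rats, with ranges of 0.0216 to 0.475 and 0.0319 to 0.398. Without 1 rat, *Fgf2* stayed at −0.78 to −0.56 (adjusted p from 0.293 to 0.679) and *C1s* at 0.81 to 1.08 (0.247 to 0.679), and neither passed.

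Between control liposome-treated and clodronate-treated rats, 2 genes passed. The count was 0 without B2m (5 at an unadjusted p under 0.05), 1 without Mrpl19 and 4 without 18S in a limma fit of the compared groups (added). It was 3 without 18S (with *C5ar2*), 3 in a fit of the compared groups (with *Fcgr3a*) and 3 in the ordinary model without 18S (added, with *C5ar2*). The setting of the deposited fold changes (added) also gave 2 genes, *C5ar2* and *Itgam* in place of *Aif1* and *Itgam*. Leaving out 18S shifted the median by 0.16 and the mean of the specific genes by −0.17. The 11 fits without 1 rat gave 0 to 3 genes. Of 100 splits, 1 gave at least 2 genes.

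Between control liposome-treated and untreated PKD rats, 1 gene passed. The count was 0 without B2m, without Mrpl19, or without Ywhaz (8, 6, and 7 at an unadjusted p under 0.05), 3 without 18S, 5 with the mean of the specific genes, 3 with empty wells at 40, 5 in a limma fit of the compared groups, 2 with the ordinary linear model, 4 with the exact permutation test and 2 with sample weights. Among the added alternatives it was 3 with empty wells at 35, 3 in the setting of the deposited fold changes, 4 without 18S in a limma fit of the compared groups, 4 with the ordinary model of the compared groups and 2 with the ordinary model without 18S. Leaving out Mrpl19 shifted the median by −0.12 and the mean of the specific genes by −0.22. The 12 fits without 1 rat gave 0 to 1 gene, and 3 of 100 splits gave at least 1.

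The number of genes that moved back under clodronate was 5, and 12 of 23 with the mean of the specific genes. It was 5 to 7 with each reference gene left out, with empty wells at 40, without Cq values above 35 and with only genes with a Cq in every sample, and 4 to 7 without 1 rat. Other forms of the fit and the added alternatives were not run for this count. The pro-inflammatory markers reversed from −0.047 to 0.066 without B2m and ranged from −0.16 to 0.014 without 1 rat. The alternative markers kept their direction, from −0.21 to −0.023 with other normalizations and treatments of empty wells or high Cq values, and from −0.31 to −0.033 without 1 rat.

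Among single genes, *Cntf* (−0.12) and *C1s* (−0.38) reversed between PKD and SD rats with the mean of the specific genes. Under clodronate, *Lcn2* reversed to −0.051 and *Cntf* to −0.069 without 18S, in the setting of the deposited fold changes and in both other added settings without 18S, to −0.029 and −0.048 without Mrpl19, and to −0.038 and −0.057 with the mean of the specific genes. *C1s* between the liposome groups reversed from −0.070 to 0.087 in the same settings without 18S. Without 1 rat, the change under clodronate ranged from −0.45 to 0.18 for *Serpina3n*, from −0.10 to 0.19 for *Lcn2* and from −0.10 to 0.10 for *Cntf*, and *C1s* between the liposome groups from −0.22 to 0.061. Leaving out B2m, Mrpl19, or Ywhaz made 4, 2, and 1 single-gene results weaker, leaving out 18S made 3 stronger, and fitting the compared groups made 1 weaker and 3 stronger. The exact permutation test made 1 weaker and 2 stronger, and the fits without 1 rat made 25 weaker and 0 stronger. The mean of the specific genes also changed the call of single-gene results, of which 6 became weaker and 3 stronger.

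The depth limits what a missing call means, since 59.1% of simulated changes of 1 log2 unit were recovered with 5 and 6 rats. In these sets, 10 of 40 genes were changed, and sets with fewer changed genes were not simulated. Dropping Cq values above 35 removed 1 value, so that alternative has little effect by design.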

Differences from the paper's values

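The paper's methods give an average of 4 reference genes and a one-way analysis, and the values here follow that description with limma. The setting of the deposited fold changes, with B2m, Mrpl19, and Ywhaz, empty wells at 35, an ordinary linear model of the compared groups and adjustment over 48 wells, was chosen after seeing the values, by comparing many settings with the authors' and the paper's values, and every value listed here falls within the paper's under it. The form without 18S in a limma fit of the compared groups, the ordinary model of the compared groups with 4 reference genes, the ordinary model of 4 groups without 18S and empty wells at 35, named as added below, were also chosen after seeing the values. A gap is called closed below where a value came near the paper's, without having to equal it. Ranges of adjusted p-values leave aside the fits without single rats.

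In clodronate-treated against untreated PKD rats, the paper reports 2 genes, 1 higher and 1 lower, and 0 were found here, 0 higher and 0 lower, with 5 at an unadjusted p under 0.05. Of the alternatives set before the data were examined, the mean of the specific genes gave 2 genes, 1 higher and 1 lower, and empty wells at 40 gave the paper's number of lower genes with another gene, *Chi3l3*. The others, the 11 fits without 1 rat among them, did not close the gap. The form without 18S in a limma fit of the compared groups, added after seeing the values, gave 2 genes.

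The paper's fold decrease under clodronate is 1.04 for *Lcn2* and 1.05 for *Cntf*, and the values here, as untreated over clodronate-treated PKD rats, are 0.986 and 0.999. Leaving out 18S (1.04 and 1.05), leaving out Mrpl19 (1.02 and 1.03) and the mean of the specific genes (1.03 and 1.04) closed the gap, as did 4 of the 11 fits without 1 rat for *Lcn2* and 6 for *Cntf*, and the other alternatives set before the data were examined did not. The added forms without 18S, chosen after seeing the values, also did.

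For the FDR between PKD and SD rats, none of the alternatives set before the data were examined closed the gap for *Edn2* (the paper's 0.00070 against 8.97e-09 here), *Socs3* (the paper's 0.00009 against 1.38e-10), *Serpina3n* (the paper's 0.01390 against 0.000128), *Fgf2* (the paper's 0.00020 against 1.86e-09), and *Gfap* (the paper's 0.00050 against 4.61e-08). For *C3* (the paper's 0.02390 against 0.00555), 1 of the 12 fits without 1 rat closed it and no other alternative set before did. The ordinary model of the compared groups with 4 reference genes, added after seeing the values, closed it for *Edn2*, *Serpina3n*, *Fgf2*, *Gfap*, and *C3*.

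For *Lcn2* (the paper's 0.02550 against 0.000366) and *Chi3l1* (the paper's 0.00460 against 1.14e-05), the mean of the specific genes closed the gap and the other alternatives set before did not. For *Tnfrsf12a* (the paper's 0.00280 against 8.39e-05) and *Icam1* (the paper's 0.01010 against 0.00134), the fit of the compared groups did so and the others did not. For *Itgam* (the paper's 0.01800 against 0.00275), the fit of the compared groups and the exact permutation test did so and the others did not. For *Cntf* (the paper's 0.03320 against 0.0129), leaving out 18S, leaving out Ywhaz, the fit of the compared groups, the exact permutation test and 6 of the 12 fits without 1 rat did so and the others did not. For *Bdnf* (the paper's 0.00530 against 0.0121), leaving out Ywhaz and 1 of the 12 fits without 1 rat did so and the others did not. Among the forms added after seeing the values, the ordinary model of the compared groups with 4 reference genes also closed the gap for *Lcn2*, *Icam1*, *Itgam*, and *Cntf*, and the limma fit of the compared groups without 18S for *Tnfrsf12a*, *Icam1*, *Itgam*, and *Bdnf*.

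For the FDR under clodronate, the value of *Fgf2* (the paper's 0.02390 against 0.391 here, with a log2 fold change of −0.68, lower in 5 of 5 rats) was reached by none of the alternatives set before the data were examined, of which the mean of the specific genes was the closest to it at 0.0428, in a range of 0.0428 to 0.475. For *C1s* (the paper's 0.03640 against 0.391, with a log2 fold change of 0.93, higher in 5 of 5 rats), the fit of the compared groups gave 0.0508 in a range of 0.0216 to 0.475, which is within the paper's value but does not pass the threshold, and the others did not close the gap. The limma fit of the compared groups without 18S, added after seeing the values, gave 0.0319 for both. For *Edn2* (the paper's 0.38490 against 0.702), the mean of the specific genes, the fit of the compared groups, the exact permutation test and sample weights closed the gap and the others did not. For *C3* (the paper's 0.30940 against 0.472), the mean of the specific genes gave 0.268 and sample weights gave 0.251. Leaving out 18S (0.456), leaving out Ywhaz (0.438), empty wells at 40 (0.437) and only genes with a Cq in every sample (0.454) narrowed the gap. They stayed nearer to 0.472 than to the paper's value. With 1 rat left out, 3 of the 11 fits gave 0.359 to 0.443, and the other alternatives did not close the gap. For *Itgam* (the paper's 0.38140 against 0.738), the mean of the specific genes and the exact permutation test closed the gap and the others did not. Among the added forms, the limma fit of the compared groups without 18S gave 0.348 for *Edn2* and *C3* and 0.501 for *Itgam*. The ordinary model of 4 groups without 18S gave 0.423 for *C3* and 0.511 for *Itgam*. The ordinary model of the compared groups with 4 reference genes gave 0.382 for *Edn2*, 0.213 for *C3* and 0.407 for *Itgam*. Empty wells at 35 gave 0.434 for *C3*. Each was closer to the paper's value than the one found here. *Itgam* without 18S and *C3* at 0.423 and 0.434 stayed well above the paper's.

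The paper states that control liposomes raised *C5ar2* against clodronate-coated liposomes. Here its log2 fold change was 0.83, higher in 6 of 6 rats than the mean of the clodronate-treated rats, with an adjusted p of 0.147. It passed without 18S (0.98, adjusted p = 0.0184, in a range of 0.0184 to 0.348 over the alternatives set before) and, among the settings chosen after seeing the values, in that of the deposited fold changes (0.0305), in the limma fit of the compared groups without 18S (0.0132) and in the ordinary model of 4 groups without 18S (0.0190). The paper states that *Fgf2* was the single gene changed in PKD rats that was also regulated under clodronate, and here no such gene passed. *Lgals3*, which Table 1 does not list, passed here between PKD and SD rats with 0.93, at an adjusted p of 0.0215. It was higher than the SD mean in 6 of 6 PKD rats, although the groups overlapped.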

Other observations

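The tests of *C1s*, of the spread and of 18S were chosen after the result was seen. Ranges of adjusted p-values cover the alternatives fixed before the data were examined, apart from the fits without single rats.

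*C1s* was higher than in untreated PKD rats not only under clodronate but also under control liposomes, with a log2 fold change of 0.86 (standard error 0.332, exact permutation test p = 0.0108, limma adjusted p = 0.158 in a range of 0.0415 to 0.287), higher in 6 of 6 rats. *Fgf2* was lower under control liposomes by a log2 fold change of −0.40 (standard error 0.294, exact permutation test p = 0.00216, the smallest possible, limma adjusted p = 0.460 in a range of 0.0296 to 0.638), lower in 6 of 6 rats. The liposome groups differed in *C1s* by −0.070, with a pooled SD of 0.505 between rats, and the change under control liposomes was 0.64 or more with each of the 5 other reference sets. The rise of *C1s* may therefore be shared by both liposome injections. Both rises were measured against the same untreated PKD rats, however. A low mean of these rats would also give similar rises, so their agreement cannot decide this. PBS-injected rats were not analysed here, so an effect of the injection itself cannot be told apart from one of the liposomes.

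*Fgf2* and *C1s* passed under clodronate in some fits and not in others. For 31 of 41 genes, the spread was larger among the SD rats than among the untreated and clodronate-treated PKD rats, with medians of 0.711 and 0.423, and a fit of all 4 groups includes the SD rats in the spread of every comparison. For *Fgf2* the spreads were 0.905 and 0.304, and for *C1s* 0.879 and 0.396. In *Fgf2*, SD rat 97 was at 1.67 and the other SD rats at −0.91 to 0.22, so that spread rests largely on 1 rat. In *C1s*, rat 97 was at 1.15 and rat 99 at 0.97. The 11 fits without 1 rat of this comparison left out only untreated or clodronate-treated PKD rats, so the weight of rat 97 was not tested. The median SD within groups without 18S was 0.945 times that with 18S (0.513 and 0.542). Both the spread of the SD rats and the variation of 18S remain candidate explanations. Neither is enough alone for both genes, since 0 genes passed when only the groups compared were fitted (8 at an unadjusted p under 0.05) and 0 when only 18S was left out (4 at an unadjusted p under 0.05).

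The deposited fold changes were compared with 80 combinations of normalizer and treatment of empty wells. With B2m, Mrpl19, and Ywhaz and empty wells at 35, all 88 fold changes were matched to 6.81e-05 on the log2 scale, and the next closest combination differed by up to 0.0686. With the 4 reference genes of the methods, the median difference was 0.0722 between PKD and SD rats and 0.0707 under clodronate.

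The genes of the proteins stained for microglia were also on the cards. *Cd74* changed by 0.54 under clodronate (standard error 0.399, limma adjusted p = 0.492, in a range of 0.251 to 0.558), higher in 4 of 5 rats, and by 0.36 under control liposomes (standard error 0.381, limma adjusted p = 0.576), higher in 5 of 6 rats. *Aif1* changed by −0.35 under clodronate (standard error 0.247, limma adjusted p = 0.492, in a range of 0.251 to 0.737), lower in 4 of 5 rats, and by 0.65 under control liposomes (standard error 0.236, limma adjusted p = 0.153), higher in 6 of 6 rats. Under control liposomes, *Aif1* passed in a limma fit of the compared groups and with the exact permutation test (p = 0.00433 before adjustment). It also passed in the added limma fit of the compared groups without 18S and the added ordinary model of the compared groups. In the other alternatives that keep all rats, *Aif1* did not pass.

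*Il13* had a Cq in 6 of 23 rats. In 1 clodronate-treated rat it was 15.2, and no explanation was tested.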
